A study of Drosophila melanogaster with 23 samples. Its data were reported in "New Drosophila promoter-associated architectural protein Mzfp1 interacts with CP190 and is required for housekeeping gene expression and insulator activity" (2024).

How the data were processed

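Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out for the zinc finger protein Mzfp1, the product of the CG1603 gene, in Drosophila melanogaster embryos and adult flies. The series holds 23 libraries, of which 18 are ChIP libraries and 5 are preimmune or antibody controls. Each of the 8 adult groups has 2 ChIP libraries and 1 peak list made from both, and each of the 2 embryo groups has 1 ChIP library and 1 list. Embryos of the untagged strain y1w1118 were precipitated with antibodies against Mzfp1 raised in rat or in rabbit. Untagged adults were precipitated with the rat antibody (anti-Mzfp1). Flies carrying a transgene for the HA-tagged full-length protein (wt-HA), the protein without its second MADF domain (ΔM2-HA) or the protein without the region that binds CP190 (Δ42-HA) were precipitated with anti-Mzfp1 and with anti-HA. Flies whose tagged protein lacks part of the zinc finger cluster (ΔZF-HA) were precipitated with anti-HA alone. By the genotypes the study gives, these flies keep 1 endogenous copy of CG1603 beside the transgene, so anti-Mzfp1 can precipitate the endogenous as well as the tagged protein, whereas anti-HA precipitates the tagged protein alone. The study matches each list to its preimmune control, so the 4 anti-HA lists were taken to share 1 control library and the 4 adult anti-Mzfp1 lists the other adult controls. The labels do not state which control each list was called against, and a pair of adult controls has HA in the title and IgG as the antibody. Statements on a shared control rest on this reading.

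The authors trimmed reads with cutadapt and sickle and aligned them to dm6, with bowtie2 for paired-end adult libraries and bowtie for single-end embryo libraries. They removed duplicates, reads without a unique position and reads in blacklisted regions. Embryo peaks were called with MACS2 at p 1e-05 against the control of the same antibody species. Adult peaks were called with MACS2 at p 0.01 against the adult control and passed through the irreproducible discovery rate (IDR) procedure with limits of 0.05 between replicates and 0.01 between pseudoreplicates. The deposited narrowPeak lines give positions in bp, a signal value that is the fold enrichment (a ratio) of ChIP over control, and the −log10 of the p-value and of the q-value. The deposited adult lines add the −log10 p of both IDR inputs and a score that is the −log10 of the IDR, capped at 5. In the deposited adult lists the −log10 p equals that of the first of the 2 IDR inputs in 100% of the lines, so the values of a line describe 1 library or pool rather than an average. Which library or pool the first input was is not stated in the files. A further 48 columns with other values of the IDR inputs were not used here. IDR values near the limit of 0.05 occur in the lists of y1w1118 and Δ42-HA with anti-Mzfp1 and of ΔZF-HA with anti-HA, and values up to 0.01 in the other adult lists. By the limits of the procedure, the inputs were probably replicates in the lists named and pseudoreplicates in the others. The signal values are the authors' own per-peak values, and they were used to describe, rank or filter regions within a list. Reads and coverage tracks were not used here, so the number of reads per library is unknown, and the number of regions and the DNA they cover stand in its place. As a check on depth in the closing section alone, the background coverage behind each list, in fragments per base, was solved from the deposited fold enrichment and −log10 p under the Poisson model of the caller. It is a property of the list as called and not a read count.

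Each line was taken as 1 region after checking for lines of the same list that overlap, of which there were 0 in every list. Regions on chromosomes 2L, 2R, 3L, 3R, 4, X and Y were compared, and regions on unplaced scaffolds were counted only. A region of a list was called found in another list when it shared at least 1 bp with a region there. Chance was the mean over 1000 placements of a list's regions, each kept at its width and put at a random position of its own chromosome. The Monte Carlo p is one-sided, and 0.001 is the smallest that 1000 placements can give. Heterochromatin was the part of 5 chromosome arms next to the centromere that the study defines by coordinates, and euchromatin was the rest of those arms. Genes and transcripts came from Ensembl release 115 (BDGP 6), with 18277 genes and 35612 transcripts, and 5889 annotated transposable elements were left out. A promoter was a window of 200 bp on either side of a transcription start, which gave 18291 windows after merging. Reference sites were the merged regions of the y1w1118 adult and both embryo lists, none of which involves a tag.

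A matrix of 15 bp was built from the 500 y1w1118 adult regions with the highest signal on chromosomes 2L, 2R and 4. The 8 bp word most enriched near the summit (within 100 bp) over flanking sequence seeded it, and 10 rounds of refinement followed. Regions on 3L, 3R and X were scored within 200 bp of the summit, against flanks that lay 1000 to 1400 bp downstream, at the score that 1e-4 of the positions of shuffled training sequence reach. This matrix is not the one the study derived.

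Shares carry Wilson 95% intervals, which cover counting error only. Because there is 1 list per group, no list has a spread between replicates, regions of a list are not biological replicates, and a test between lists compares lists and not conditions. Shares of 2 lists were compared with Fisher's exact test, recoveries of the same regions by 2 lists with the exact McNemar test, both two-sided, and odds ratios with each other by a two-sided Wald test on the log scale. That Wald test treats both recoveries as independent although they concern the same regions, so its intervals and p ignore the pairing. Tests of width used 100000 permutations, so that 1e-05 is the smallest p they can give. The heterochromatin shares of the variants were adjusted by Benjamini and Hochberg's method within each antibody, and the 45 pairs of lists as 1 family. Each step was tested on simulated data with planted overlaps, odds ratios and motifs before use. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used.

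Grouping, tests, heterochromatin, reference sites and most alternatives were set before the data were examined. The alternatives were 50% reciprocal overlap, summits within 200 bp, lists cut to equal lengths by signal, the upper 50% of each list by signal, chance drawn from the union of all lists, promoter windows of 500 bp, the summit in place of the region for promoters, chromosomes 4 and Y and scaffolds counted as heterochromatin, a reference from y1w1118 alone, lines left unmerged, a match threshold of 1e-3 and a matrix from the top 100 regions. A common IDR of 0.01, a matrix from the top 50 regions and discordant regions only were added after the data had been seen. So were reciprocal overlap, summits within 200 bp, the upper 50% by signal and the y1w1118 reference for further measures. Sites named in the text were chosen by a rule set in advance: the 5 y1w1118 regions with the highest signal that lie in both wt-HA lists, the 5 heterochromatic wt-HA anti-Mzfp1 regions of highest signal that the ΔM2-HA anti-Mzfp1 list lacks, the 5 ΔZF-HA regions of highest signal outside reference sites, and a fixed set consisting of CG1603, the Ubi-p63E gene whose promoter drives the transgenes, the RpL32 gene and the interval between Ubx and abd-A. Each region was named by the promoter it covers or, failing that, by the nearest gene. Leaving out a replicate was not possible, because each list pools its libraries.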

Results

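The data consist of 10 peak lists of Mzfp1, of which 2 come from embryos of the untagged strain y1w1118 and 8 from adult flies aged 2 to 3 days. Of the adult lists, 4 were made with anti-Mzfp1 (in y1w1118, wt-HA, ΔM2-HA and Δ42-HA flies) and 4 with anti-HA (in wt-HA, ΔM2-HA, Δ42-HA and ΔZF-HA flies). There is 1 list per group, so no value below has a spread between replicates, and the intervals are Wilson 95% intervals that cover counting error only. The embryo lists held 788 regions with the rat antibody and 117 with the rabbit antibody. With anti-Mzfp1 in adults, 1670 regions were listed in y1w1118, 1699 in wt-HA, 1620 in ΔM2-HA and 2008 in Δ42-HA. With anti-HA, 574 regions were listed in wt-HA, 6245 in ΔM2-HA, 6216 in Δ42-HA and 6218 in ΔZF-HA. The 3 variant anti-HA lists were therefore 11.2 times as long as the wt-HA anti-HA list on the assembled chromosomes, and with a common IDR limit of 0.01 the lowest of these ratios was 5.74, for ΔZF-HA. On chromosomes the lists kept 784 and 110 embryo regions, 1666, 1684, 1611 and 1994 anti-Mzfp1 regions, and 553, 6215, 6192 and 6187 anti-HA regions, in the same order.

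**Figure D1:**
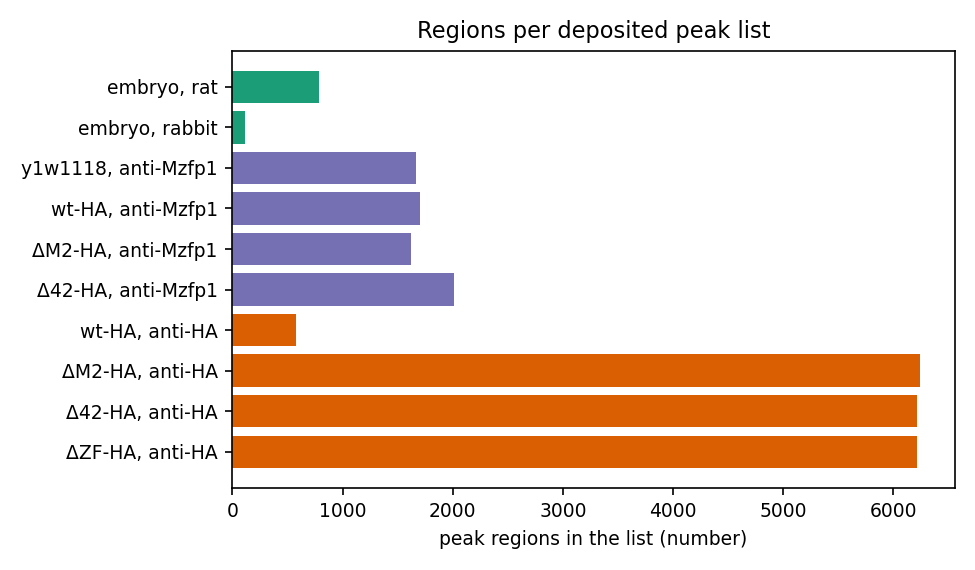
Number of regions, those on unplaced scaffolds included, in each of the 10 peak lists, as horizontal bars with 1 bar per list. The wt-HA anti-HA list has 574 regions and the ΔM2-HA, Δ42-HA and ΔZF-HA anti-HA lists have 6245, 6216 and 6218.

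Widths and signal describe each list separately. The median width was 293 bp and 282 bp in the rat and rabbit embryo lists, 495.5 bp in y1w1118 adults, and between 421 bp (ΔZF-HA, anti-HA) and 596 bp (wt-HA, anti-HA) in the lists of transgenic flies. The regions covered 1.07 Mb in y1w1118 adults, 0.438 Mb in the wt-HA anti-HA list and 4.02 Mb in the Δ42-HA anti-HA list. The highest fold enrichment in a list, a value of the authors' peak caller, was 225 in wt-HA with anti-HA and 22.2 in ΔZF-HA. The lowest fold enrichment listed lay between 1.43 and 1.78 in the adult lists. In the authors' deposited table of each adult list, the −log10 p of both IDR inputs were correlated across regions, with a Spearman coefficient of 0.978 in y1w1118, 0.974 in wt-HA with anti-Mzfp1 and 0.969 in wt-HA with anti-HA. In the authors' deposited tables of the variants with anti-HA it was 0.706 in ΔM2-HA, 0.668 in Δ42-HA and 0.404 in ΔZF-HA. These are correlations across regions, which are not independent replicates. By the IDR limits reached, the inputs were probably replicates in y1w1118 and ΔZF-HA and pseudoreplicates in the other lists named here. Coefficients from unlike kinds of input do not measure the same thing.

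Whether the rat and rabbit antibodies found the same embryonic sites was asked by overlap. Of the 110 rabbit regions, 86 (78.2%, interval 69.6 to 84.9%) shared at least 1 bp with a rat region, against 0.385% by chance (p 0.001, one-sided, the smallest that 1000 placements can give). Requiring 50% reciprocal overlap moved this share most, to 56.4%. The summits of the 86 shared regions lay a median of 40.5 bp apart. The union of both lists held 808 embryo sites, of which 676 (83.7%, interval 81.0 to 86.1%) had a region in y1w1118 adults, against 1.26% by chance (p 0.001). The adult list held 1022 regions with no counterpart in either embryo list.

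Whether tagged Mzfp1 lies at the sites of the endogenous protein was asked in adults. Of the 1666 y1w1118 regions, 1345 (80.7%, interval 78.8 to 82.6%) were found in wt-HA flies with anti-Mzfp1, against 1.80% by chance (p 0.001). Conversely, 1341 of the 1684 wt-HA anti-Mzfp1 regions (79.6%, interval 77.6 to 81.5%) were found in y1w1118. With anti-HA, 441 of the 553 wt-HA regions (79.7%, interval 76.2 to 82.9%) were at a wt-HA anti-Mzfp1 region, whereas 425 of the 1684 anti-Mzfp1 regions (25.2%, interval 23.2 to 27.4%) were at an anti-HA region. Cutting both wt-HA lists to equal lengths raised the latter share to 57.9%. Summits of shared regions lay a median of 9 bp apart between y1w1118 and wt-HA with anti-Mzfp1, and 12 bp apart between both antibodies in wt-HA.

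Sites were named among the strongest y1w1118 regions that both wt-HA lists also hold. The y1w1118 region with the highest fold enrichment (255.997) lay in heterochromatin at chromosome 2R, 4187573 to 4189117, with its summit 82 bp from the transcription start of RNASEK (FBgn0262116). It was followed by a region at the promoter of Hr39 (FBgn0261239; 2L, 21235458 to 21238164) with a fold enrichment of 230.4. The region at CG1677 (FBgn0029941; X, 7285860 to 7287083) had 211, the region at Pc (FBgn0003042; 3L, 21317147 to 21319000) had 183, and the region at anne (FBgn0052000; chromosome 4, 129594 to 132914) had 181. Each of these 5 sites, selected for presence in both wt-HA lists, also had a region in the other lists, ΔZF-HA included. Of the whole highest quartile of y1w1118 regions, 44.1% were found in wt-HA with anti-HA and 27.1% in ΔZF-HA.

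The effect of each deletion on binding at known sites was asked with anti-HA, which sees the tagged protein alone. In the study's immunoblots ΔM2-HA was more abundant and Δ42-HA less abundant than wt-HA, so the lists do not compare equal amounts of protein. The reference was the 1798 sites of the embryo and y1w1118 adult lists. The wt-HA list recovered 348 of them (19.4%, interval 17.6 to 21.2%), ΔM2-HA 798 (44.4%, interval 42.1 to 46.7%), Δ42-HA 699 (38.9%, interval 36.6 to 41.2%) and ΔZF-HA 185 (10.3%, interval 8.97 to 11.8%). Chance gave 0.632%, 5.77%, 5.70% and 5.19% in the same order, so the recovery was 30.6, 7.70, 6.83 and 1.98 times that of random placement (p 0.001 for each). Against wt-HA, ΔM2-HA recovered 25.0 percentage points more (479 sites in ΔM2-HA alone and 29 in wt-HA alone, exact McNemar p 3.75e-106, two-sided). For Δ42-HA the difference was 19.5 points (393 and 42 sites, p 1.52e-72), and for ΔZF-HA it was −9.07 points (62 and 225 sites, p 6.97e-23). With the 4 lists cut to equal lengths by signal, ΔM2-HA and Δ42-HA instead recovered fewer sites than wt-HA, by −3.28 points (p 1.09e-05) and −3.73 points (p 8.92e-08), and ΔZF-HA by −15.2 points.

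Seen from the lists, 357 of the 553 wt-HA anti-HA regions (64.6%, interval 60.5 to 68.4%) lay at a reference site. This held for 802 of 6215 regions in ΔM2-HA (12.9%, interval 12.1 to 13.8%), 718 of 6192 in Δ42-HA (11.6%, interval 10.8 to 12.4%) and 195 of 6187 in ΔZF-HA (3.15%, interval 2.74 to 3.62%). The odds ratios to wt-HA were 0.0813 (Fisher's exact p 1.00e-153, two-sided), 0.0720 (p 5.46e-166) and 0.0179 (p 3.39e-299). At equal lengths they were 0.571, 0.543 and 0.0902.

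**Figure D2:**
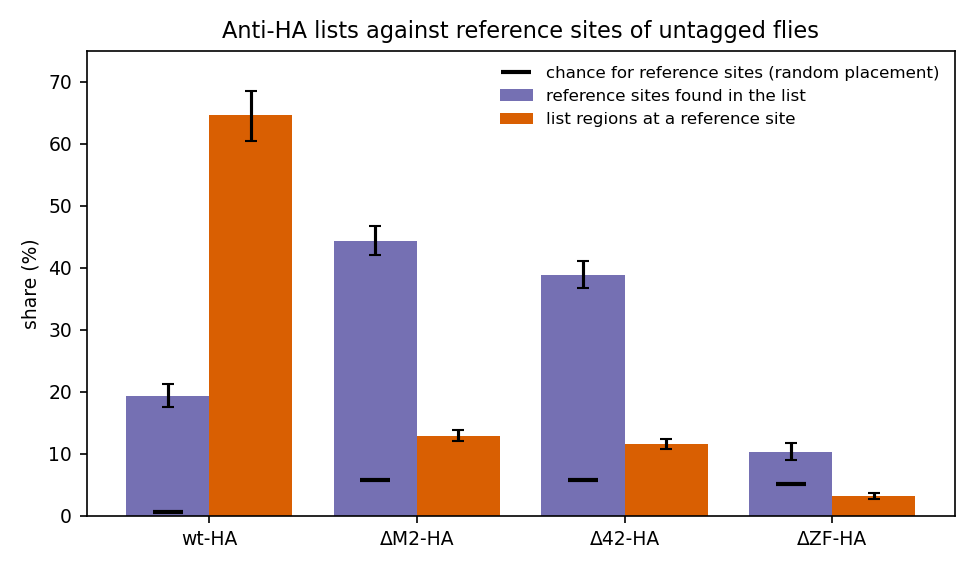
Percent of the 1798 reference sites found in each anti-HA list and percent of each list's regions at a reference site, as bars with Wilson 95% intervals, and chance as a black dash. ΔM2-HA recovers 44.4% of the sites and wt-HA 19.4%, whereas 12.9% of the ΔM2-HA regions and 64.6% of the wt-HA regions lie at such a site.

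The variant anti-HA lists were compared with each other and with wt-HA. Of the 553 wt-HA regions, 434 (78.5%) were found in ΔM2-HA, 435 (78.7%) in Δ42-HA and 188 (34.0%) in ΔZF-HA, where chance gave 5.84%. Of the Δ42-HA regions, 3825 of 6192 (61.8%) were in ΔM2-HA. Of the ΔZF-HA regions, 3621 of 6187 (58.5%) were in ΔM2-HA and 2855 (46.1%) in Δ42-HA, with chance between 5.13% and 5.77%. Over all 45 pairs of lists the share ranged from 10.2% to 93.9%, and each pair shared more than random placement gave (adjusted p 0.001). Where chance was drawn from the union of all lists rather than from the whole chromosome, 15 of the shares fell below chance, among them the 34.0% of wt-HA regions in ΔZF-HA. A total of 9255 merged regions occurred in a variant anti-HA list but in no wt-HA, y1w1118, embryo or other anti-Mzfp1 list, and of these 2112 (22.8%) were in all 3 variant lists and 4391 (47.4%) in at least 2.

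The X chromosome makes up 17.1% of the genome length used. It held 14.6% of the y1w1118 regions, 9.58% of the wt-HA anti-HA regions, 6.58% of those in ΔM2-HA and 18.2% of those in Δ42-HA. In ΔZF-HA it held 51 regions (0.824%, interval 0.628 to 1.08%).

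Whether heterochromatin was affected was asked with both antibodies. With anti-Mzfp1, 110 of 1636 wt-HA regions on the 5 arms (6.72%, interval 5.61 to 8.04%) were heterochromatic, against 76 of 1576 in ΔM2-HA (4.82%, interval 3.87 to 5.99%) and 98 of 1950 in Δ42-HA (5.03%, interval 4.14 to 6.09%). The odds ratios to wt-HA were 0.703 for ΔM2-HA and 0.734 for Δ42-HA, with an adjusted Fisher's exact p of 0.0315 for both (two-sided, raw p 0.0233 and 0.0315). The ΔM2-HA odds ratio lay between 0.683 and 0.706 over the alternatives, with adjusted p between 0.00975 and 0.0664. The Δ42-HA odds ratio moved most at equal lengths, to 0.849 (p 0.275). With anti-HA, 102 of 511 wt-HA regions (20.0%, interval 16.7 to 23.6%) were heterochromatic, against 3.55% of 6148 in ΔM2-HA, 4.01% of 6116 in Δ42-HA and 1.67% of 6166 in ΔZF-HA. The odds ratios were 0.147 (adjusted p 4.12e-39), 0.167 (p 1.32e-35) and 0.0681 (p 7.16e-61). At equal lengths they were 0.838 (p 0.446) for ΔM2-HA and 0.954 (p 0.814) for Δ42-HA, neither past the threshold of 0.05, and 0.310 for ΔZF-HA.

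The same question was put to the individual wt-HA anti-Mzfp1 regions. With anti-Mzfp1 in ΔM2-HA, 67 of 110 heterochromatic regions (60.9%, interval 51.6 to 69.5%) and 1170 of 1526 euchromatic regions (76.7%, interval 74.5 to 78.7%) were recovered, an odds ratio of 0.474 (Fisher's exact p 0.000488, two-sided). In Δ42-HA, 91 of 110 (82.7%, interval 74.6 to 88.7%) and 1356 of 1526 (88.9%, interval 87.2 to 90.3%) were recovered, an odds ratio of 0.600 (p 0.0626). The ratio of these odds ratios was 0.790 (95% interval 0.410 to 1.52, two-sided Wald p 0.480). By this test, which ignores the pairing of regions, the excess loss in heterochromatin did not differ detectably between ΔM2-HA and Δ42-HA. Under 50% reciprocal overlap this ratio was 0.208 (p 1.15e-06), and across the alternatives it reached 0.895. Within heterochromatin, ΔM2-HA recovered −21.8 percentage points relative to Δ42-HA (1 region in ΔM2-HA alone and 25 in Δ42-HA alone, exact McNemar p 8.05e-07), and in euchromatin −12.2 points (34 and 220 regions, p 1.59e-34). In untagged y1w1118 the wt-HA regions were also recovered less often in heterochromatin (77 of 110, 70.0%) than in euchromatin (1232 of 1526, 80.7%), an odds ratio of 0.557 (p 0.00922). Starting instead from y1w1118 regions, ΔM2-HA recovered 66 of 83 in heterochromatin (79.5%) and 1170 of 1550 in euchromatin (75.5%), an odds ratio of 1.26 (p 0.511). That odds ratio was 5.06 in wt-HA (79 of 83 and 1234 of 1550, p 0.000166) and 5.72 in Δ42-HA (82 of 83 and 1449 of 1550, p 0.0582). The ΔM2-HA odds ratio was 0.249 times that of wt-HA (interval 0.0790 to 0.787, Wald p 0.0179) and 0.221 times that of Δ42-HA (interval 0.0282 to 1.72, p 0.150). With anti-HA the order was the opposite of that for wt-HA regions with anti-Mzfp1: ΔM2-HA recovered 101 of the 110 heterochromatic regions (91.8%) and 734 of the 1526 euchromatic ones (48.1%), and Δ42-HA recovered 99 (90.0%) and 639 (41.9%). The odds ratio with anti-Mzfp1 divided by that with anti-HA was 0.0392 for ΔM2-HA (interval 0.0176 to 0.0869, p 1.65e-15) and 0.0481 for Δ42-HA (interval 0.0212 to 0.109, p 3.40e-13).

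**Figure D3:**
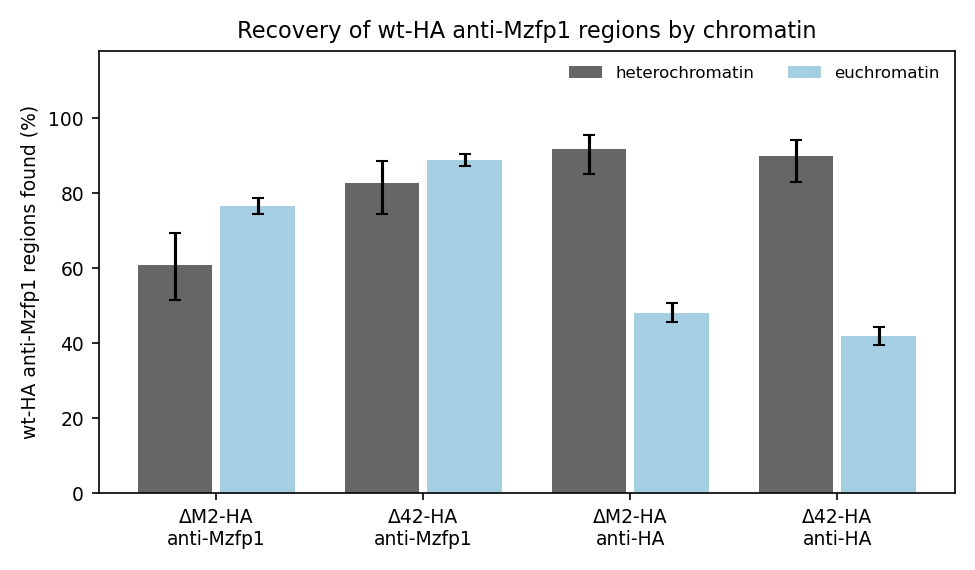
Percent of the wt-HA anti-Mzfp1 regions recovered in the ΔM2-HA and Δ42-HA lists with anti-Mzfp1 and with anti-HA, for 110 heterochromatic and 1526 euchromatic regions, with Wilson 95% intervals. With anti-Mzfp1 in ΔM2-HA 60.9% of heterochromatic and 76.7% of euchromatic regions are recovered, and with anti-HA 91.8% and 48.1%.

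Of the heterochromatic wt-HA regions that the ΔM2-HA anti-Mzfp1 list lacks, the highest fold enrichment in wt-HA (35.1) was at 2L, 22574007 to 22575834, an intergenic region 4518 bp from Slmap (FBgn0040011). The next was at the promoter of CR40190 (FBgn0085732; 2R, 1211114 to 1211808) with 16.9. A region at the promoter of CycK (FBgn0025674; 2L, 22129463 to 22131678) had 9.64. An intergenic region 4891 bp from lncRNA:CR43242 (FBgn0262887; 2L, 23074612 to 23076069) had 8.82, and a region at the promoter of CG17493 (FBgn0040010; 2L, 22549967 to 22551093) had 8.26. All 5 were found with anti-HA in wt-HA, ΔM2-HA and Δ42-HA, and none in ΔZF-HA. With anti-Mzfp1 the region near Slmap was also absent from Δ42-HA and y1w1118, and the region at CycK from y1w1118.

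The regions shared by both lists also differed in width. The 67 heterochromatic regions found in ΔM2-HA with anti-Mzfp1 had a median width ratio to wt-HA of 0.473 (quartiles 0.340 and 0.751), and all 67 were narrower in ΔM2-HA. The 1170 euchromatic regions had a ratio of 1.00, and 159 euchromatic regions of matched width in wt-HA had 0.932 (permutation p 1e-05 for heterochromatic against matched regions, two-sided, the smallest that 100000 resamples can give). In Δ42-HA the heterochromatic ratio was 0.967 over 91 regions and the matched euchromatic ratio 0.975 (permutation p 0.286). In y1w1118 they were 0.685 over 77 regions and 0.905 (permutation p 0.00017). Relative to y1w1118, heterochromatic regions had a median ratio of 0.831 in ΔM2-HA and 1.29 in Δ42-HA. With anti-HA, heterochromatic regions were wider than in wt-HA by a ratio of 2.29 in ΔM2-HA (99 regions) and 2.11 in Δ42-HA (96 regions), and 0.461 times as wide in ΔZF-HA (51 regions).

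**Figure D4:**
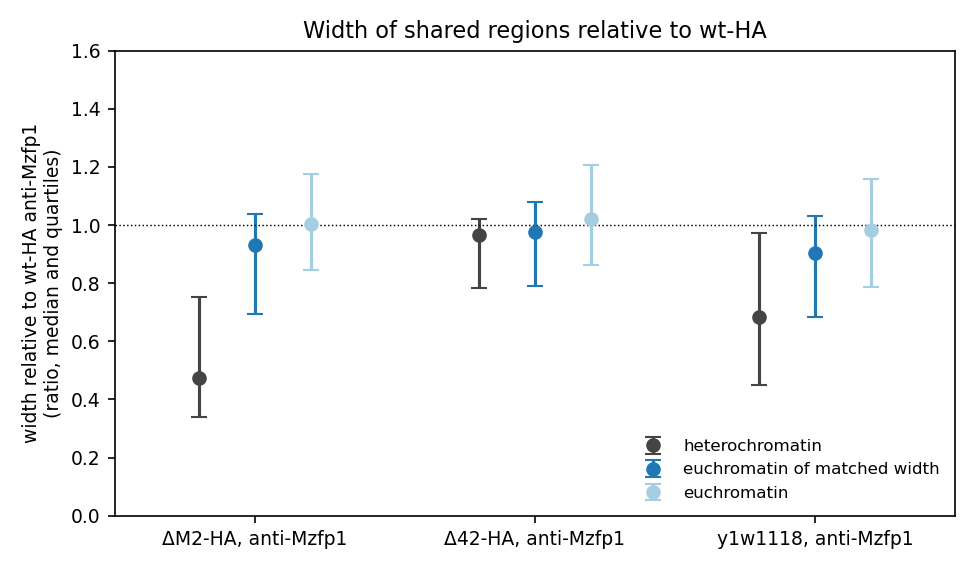
Width of wt-HA anti-Mzfp1 regions in ΔM2-HA, Δ42-HA and y1w1118 as a ratio to the width in wt-HA, with points at the median and bars from the lower to the upper quartile, for heterochromatic regions, euchromatic regions of matched width and all euchromatic regions. The median ratio of heterochromatic regions is 0.473 in ΔM2-HA, 0.967 in Δ42-HA and 0.685 in y1w1118.

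Promoters were counted in euchromatin and heterochromatin apart. In y1w1118 adults 1350 of 1550 euchromatic regions (87.1%, interval 85.3 to 88.7%) overlapped a promoter window, against 15.3% by chance, and 85.5% of the 83 heterochromatic regions did, against 2.93% by chance (p 0.001 for both). The euchromatic share was 86.6% in the rat and 74.7% in the rabbit embryo list, and between 84.0% and 88.4% in the anti-Mzfp1 lists of transgenic flies. With anti-HA it was 71.4% in wt-HA, 33.1% in ΔM2-HA and 31.5% in Δ42-HA, with chance of 16.9%, 15.4% and 15.4%. In ΔZF-HA it was 12.9% (780 of 6063) against 14.4% by chance (one-sided p 0.999), whereas in heterochromatin it was 45.6% (47 of 103) against 1.73%. At equal lengths, which leave the 110 regions of highest signal in each list, the euchromatic ΔZF-HA share was instead 40.5% (30 of 74), above its chance of 17.7%. The other anti-HA shares then rose to 98.2% in wt-HA, 100% in ΔM2-HA and 91.5% in Δ42-HA, so the gap between wt-HA and these variants lay in regions of lower signal. Counting only summits within the window gave 59.2%, 19.9% and 14.4%. Outside the reference sites, summits lay in coding exons for 24.8% of the ΔM2-HA, 37.9% of the Δ42-HA and 26.4% of the ΔZF-HA regions, and in promoters for 13.9%, 10.4% and 4.79%. The ΔZF-HA regions of highest fold enrichment outside the reference were at X, 54250 to 54511 (6.94) and X, 52564 to 52841 (6.14), both near the start of that assembled chromosome with lncRNA:CR40469 as the nearest gene, followed by a region named by CG15023 (3L, 4460716 to 4461185; 5.84). A region in the 3′ UTR of CG34347 (3R, 31369323 to 31371303) had 5.23 and a region in an intron of Nlg4 (3R, 20242021 to 20242571) had 4.45.

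Sequence was examined with a matrix trained on the strongest y1w1118 regions of chromosomes 2L, 2R and 4. Its seed TATCGATA occurred in 89 of 500 training regions and in 7 of 1000 flanks, and the consensus was GAAATATCGATAGCA. On 3L, 3R and X a match lay near the summit of 397 of 966 y1w1118 regions (41.1%, interval 38.0 to 44.2%) and in 2.59% of their flanks, an odds ratio of 26.3 (Fisher's exact p 2.35e-107, two-sided). The odds ratio was 25.6 in the rat embryo list (178 of 465 regions, 38.3%) and between 21.1 and 28.1 in the other adult anti-Mzfp1 lists. In the rabbit list 9 of 53 regions (17.0%) had a match, against 5.66% of flanks, an odds ratio of 3.41 (exact p 0.123). With anti-HA the shares were 15.5% in wt-HA (odds ratio 7.71, p 9.31e-08), 4.55% in ΔM2-HA (1.62, p 0.000173), 4.05% in Δ42-HA (1.18, p 0.186) and 1.76% in ΔZF-HA (0.599, p 0.00166). The last 3 depended on the settings. At a match threshold of 1e-3 the odds ratios of ΔM2-HA and Δ42-HA fell below 1 (0.883 and 0.852), and at equal lengths that of ΔZF-HA rose to 2.08 (4 of 56 regions, exact p 0.679). The matches were not most frequent at the strongest sites: by quartile of signal in y1w1118, from the highest, they were found in 34.7%, 45.0%, 46.5% and 38.2% of regions. A matrix from the top 50 regions, chosen after the data had been seen, had the seed ATCTTGAC (11 of 50 regions, 0 of 100 flanks), the consensus CGCTATCTTGACGCA and matches in 11.6%, 6.20%, 5.81% and 7.05% of the same quartiles. Among the strongest sites it matched at RNASEK (CGCTAGTTTGACGAG), Hr39 (CGCTGCCTTGACGTA) and anne (AGCTACCTTGGCGTA), whereas Pc held a match to the planned matrix (GCACTATCGATTGTT) and CG1677 held no match to either.

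Recovery by rank shows where lists differ. From the highest to the lowest quartile of y1w1118 signal (417, 417, 416 and 416 regions), Δ42-HA anti-Mzfp1 recovered 100%, 99.0%, 96.2% and 80.3%. Of the highest, the third and the lowest quartile, wt-HA anti-Mzfp1 recovered 100%, 77.2% and 50.7%. The rat embryo list recovered 77.5%, 42.4%, 22.4% and 10.3%. With anti-HA, wt-HA recovered 44.1%, 16.1%, 12.3% and 8.17%, ΔM2-HA 67.4%, 45.8%, 35.8% and 30.5%, and ΔZF-HA 27.1%, 5.04%, 5.05% and 3.61%. Across all lists, 55 of 11814 merged regions had a region in all 10 lists, 21 of them in heterochromatin, and 5246 were in 1 list.

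**Figure D5:**
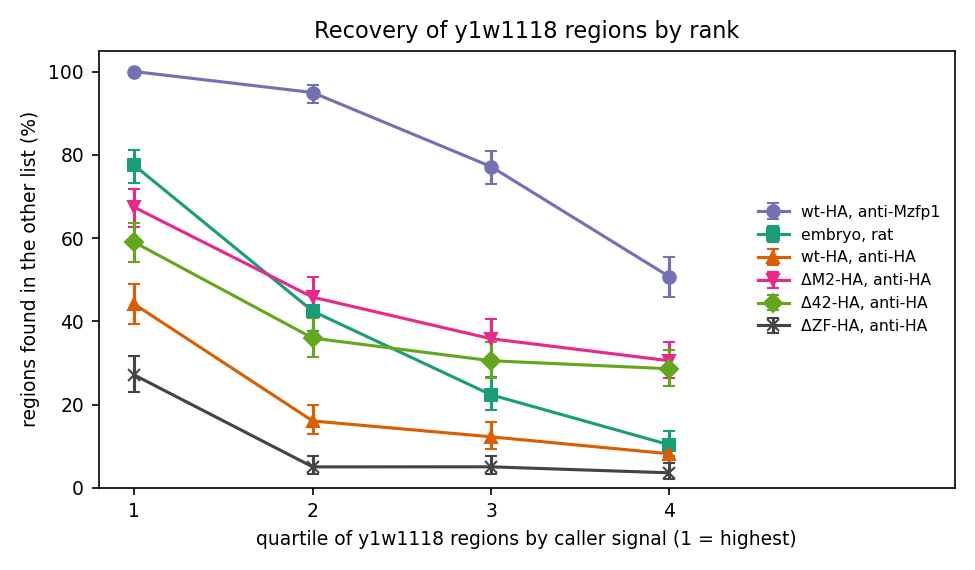
Percent of y1w1118 regions found in each of 6 other lists against the quartile of signal in y1w1118 (1 is the highest). In ΔZF-HA with anti-HA 27.1% of the highest quartile and 3.61% of the lowest are found.

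Sites fixed before the data were examined were looked up last. The CG1603 gene (FBgn0033185; 2R, 7513846 to 7516390) had regions in all 7 lists of transgenic flies and in 0 lists of untagged animals. The Ubi-p63E gene (FBgn0003943; 3L, 3899259 to 3903184) had regions in 5 lists, all transgenic: the 3 with anti-Mzfp1 and those of wt-HA and ΔM2-HA with anti-HA. The RpL32 gene (FBgn0002626; 3R, 30045229 to 30046161), which the study used as a negative control region in its own ChIP experiments, had a region in 8 of the 10 lists, all but the rabbit embryo and ΔZF-HA lists. The y1w1118 region there (3R, 30045926 to 30046493) had a fold enrichment of 13.0 and a match to the planned matrix (AAAACATCGATACGT). The 72787 bp between Ubx and abd-A (3R, 16734427 to 16807213) held a region in 9 lists. The y1w1118 list had 2 regions there. The stronger (3R, 16798479 to 16798780; fold enrichment 5.42) was found in 7 lists and not in the rabbit embryo, ΔM2-HA anti-HA and ΔZF-HA lists. The weaker (3R, 16748628 to 16748832; fold enrichment 3.07) was in the y1w1118 list alone.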

Values the study reported

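The paper lists 784 peaks in embryos with the rat antibody and 110 with the rabbit antibody, and counts 86 peaks common to both.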

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

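Among the tests below, the comparison within strata of signal with anti-HA and the recovery of scaffold regions in the variants were chosen only after the result had been seen.

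The recovery of heterochromatic relative to euchromatic wt-HA anti-Mzfp1 regions differed between both antibodies, by a test of the difference itself. The odds ratio of recovery with anti-Mzfp1 was 0.0392 times that with anti-HA in ΔM2-HA and 0.0481 times in Δ42-HA. Both variants show it, so the difference between antibodies is not particular to the MADF domain, and whether the values of both variants differ from each other was not tested. It need not depend on a deletion. In wt-HA flies 20.0% of anti-HA and 6.72% of anti-Mzfp1 regions were heterochromatic, in lists of unlike length. The ratio of recoveries was not computed for wt-HA. The greater length of the ΔM2-HA anti-HA list cannot be judged as the cause from lists of equal length, where the ratio was 0.0244. That cut keeps the regions of highest signal, among which heterochromatic ones are more frequent, so more than length was changed. Higher caller signal of the heterochromatic regions, which could bring more of them into any list, is argued against as the whole cause. Over strata of equal signal in wt-HA, heterochromatic regions still had 6.60 times the odds of recovery in the ΔM2-HA anti-HA list (Mantel-Haenszel p 5.50e-07), and 6.40 times in Δ42-HA (p 6.78e-08). The low euchromatic recovery with anti-HA, 48.1% in ΔM2-HA and 41.9% in Δ42-HA, carries part of the difference. What stays open is the material each antibody sees, since anti-Mzfp1 may precipitate endogenous Mzfp1 beside the variant, and the separate controls of both antibodies. Neither was tested. Reads were not analysed here, so a simulation with the shared control of each antibody was not possible.

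Regions on unplaced scaffolds, which entered no comparison except the alternative that counts them as heterochromatin, made up 3.66% of the wt-HA anti-HA list (21 of 574 regions), against 4 of 1670 in untagged y1w1118 adults. The share is not particular to tagged flies or to anti-HA, as the rabbit embryo list had 7 of 117 (5.98%). A larger number of such copies in the flies than in the control could give regions in any anti-HA list, if these were called against the same control. In ΔZF-HA 19 of the 21 regions (90.5%) were found, against 34.0% of the other wt-HA anti-HA regions (Fisher's exact p 2.14e-07, two-sided). The same explanation calls for an excess in every anti-HA list, but 15 of the 21 were found in ΔM2-HA and 14 in Δ42-HA, where 78.5% and 78.7% of the other regions were found (Fisher's exact p 0.425 and 0.186, two-sided). Under-covered copies and binding therefore cannot be told apart with 21 regions. With anti-Mzfp1 in wt-HA 9 of the 21 were found and in y1w1118 3. By the share of scaffold regions in each list (odds ratio 0.132, ΔZF-HA to wt-HA, p 3.23e-10) binding and copy number cannot be told apart, because the ΔZF-HA list is so much longer that its share would be lower under either. Binding of the tagged protein to repeats on these scaffolds stays open as an untested biological explanation.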

How the results depend on the processing

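The common IDR of 0.01, the matrix from the top 50 regions and discordant regions only were chosen after seeing the data. So were 50% reciprocal overlap for recovery by rank and the y1w1118 reference for regions at reference sites. The same holds for 50% reciprocal overlap and summits within 200 bp for the ratio of ΔM2-HA to Δ42-HA loss. It holds too for the upper 50% by signal for pairs of lists. Of 957 values under 15 alternatives, 778 kept their direction and their side of the threshold, or stayed within their interval, and 179 changed. Discordant regions only, lines left unmerged, a matrix from the top 100 regions, promoter windows of 500 bp and summits in the promoter window changed 0 values. Leaving lines unmerged moved nothing, since no lines overlap, and says nothing on stability. No paired analysis was possible because each list pools its libraries and its columns carry no replicate number, and leaving out a replicate gave no values.

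Taking the upper 50% of each list by signal left 394, 59, 835, 850, 810, 1004, 287, 3123, 3108 and 3109 regions, by construction. The heterochromatin odds ratios with anti-Mzfp1 were then 0.692 in ΔM2-HA and 0.739 in Δ42-HA, past the threshold in neither (adjusted p 0.0664 for both, over ranges of 0.00975 to 0.0664 and 0.0107 to 0.275). The odds ratio of recovery in Δ42-HA reversed to 1.17 (p 0.739, range 0.00194 to 0.739). The motif odds ratio rose past the threshold in Δ42-HA with anti-HA (1.61) and was 0.694, no longer past it, in ΔZF-HA. A total of 39 other values changed.

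At equal lengths the recovery of reference sites reversed for ΔM2-HA (−3.28 points) and Δ42-HA (−3.73 points). The cut keeps the regions of highest signal, so it altered both the length of the lists and which regions were compared. The reversal cannot be laid to length alone. Heterochromatin odds ratios were no longer past the threshold in Δ42-HA with anti-Mzfp1 (0.849, p 0.275) nor in ΔM2-HA (0.838) and Δ42-HA (0.954) with anti-HA. The euchromatic promoter share of ΔZF-HA reversed to 40.5%, above chance. Motif odds ratios came to 12.6 in ΔM2-HA, no longer past the threshold, and 20.8 in Δ42-HA, now past it. They rest on 5 of 39 and 8 of 43 regions against 0 flanks, and are finite only through a correction for that count. In ΔZF-HA the ratio reversed to 2.08 (4 of 56 regions, p 0.679), not distinguishable from 1. A total of 6 other values changed.

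With chance drawn from the union of all lists, 15 shares fell below chance (51.3% to 52.0%), so most of these pairs overlap more than random placement gives but less than regions drawn from all lists. The rabbit embryo share (interval 40.8 to 59.2%) is not distinguishable from chance, and wt-HA anti-Mzfp1 in ΔM2-HA with anti-HA came to chance (52.1%, p 0.391). The shares found in ΔZF-HA were 16.1% of rat and 50.0% of rabbit embryo regions, 10.2% of y1w1118, 11.5%, 14.3% and 10.9% of wt-HA, ΔM2-HA and Δ42-HA anti-Mzfp1, and 34.0% of wt-HA anti-HA regions. The shares found in ΔM2-HA with anti-HA were 44.9% of y1w1118, 49.8% of ΔM2-HA anti-Mzfp1 and 45.3% of Δ42-HA anti-Mzfp1 regions. Those found in Δ42-HA with anti-HA were 38.5%, 46.4%, 43.3% and 40.5% of y1w1118, wt-HA, ΔM2-HA and Δ42-HA anti-Mzfp1 and 46.1% of ΔZF-HA regions.

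At the common IDR of 0.01 ΔZF-HA kept 3204 regions, the heterochromatin odds ratio of Δ42-HA with anti-Mzfp1 was 0.791 (p 0.113) and the ΔZF-HA motif odds ratio 0.735, neither past the threshold, and 13 other values moved. With chromosomes 4 and Y and scaffolds as heterochromatin, the Δ42-HA odds ratio of recovery was 0.513 and passed the threshold (p 0.00194), and 7 other values moved. At a match threshold of 1e-3 the motif odds ratios reversed to 0.883 in ΔM2-HA and 0.852 in Δ42-HA with anti-HA. The matrix from the top 50 regions gave 24.6 in the rabbit embryo list and 2.16 in Δ42-HA with anti-HA, both now past the threshold, and reversed ΔZF-HA to 1.35. Under 50% reciprocal overlap the ratio of ΔM2-HA to Δ42-HA loss was 0.208 and passed the threshold, and 60 other values moved, which a stricter overlap lowers by construction. Summits within 200 bp moved 3 values and the y1w1118 reference 1. Except where named, the cause was not tested.

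The loss of heterochromatic wt-HA regions in ΔM2-HA with anti-Mzfp1 kept its direction and threshold under every alternative that gave it a value (odds ratio 0.189 to 0.536), as did the difference between antibodies (0.00359 to 0.0593 in ΔM2-HA and 0.0258 to 0.0874 in Δ42-HA). With the number of reads unknown, a region missing from a list may lie under the caller's limit rather than be unbound, and at the lowest quartile of y1w1118 signal 50.7% were found in wt-HA with the same antibody. This limits every statement on loss, such as the odds ratio of 0.536.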

Other observations

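Tests of depth, of the control as the source of the low X share, of a high wt-HA list and recovery from and in y1w1118, of wide regions and of the overlap rule were chosen only after the result had been seen.

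The regions at CG1603 in all 7 lists of transgenic flies, and in 0 of untagged animals, go with the CG1603 cDNA transgene. They occur in ΔZF-HA as well. A higher copy number does not follow, because by the study's genotypes the flies keep only 1 endogenous copy beside the transgene. The Ubi-p63E gene, whose promoter the transgene adds, had a region in 5 of these lists. It had none in Δ42-HA and ΔZF-HA with anti-HA. The CG1603 regions stay a candidate artefact of unknown cause at that gene and are not read as binding.

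The 3 variant anti-HA lists were far longer than the wt-HA anti-HA list. A looser IDR limit is argued against as the whole cause, because at a common limit of 0.01 the lowest ratio was still 5.74. Greater depth of the ΔM2-HA and Δ42-HA libraries cannot be decided, because the background coverage recovered from the caller's values is not a read count. It was 25.1 and 23.1 fragments per base, below the 27.1 of wt-HA. For ΔZF-HA depth and binding cannot be told apart, because only 12.5% of its lines gave the whole number of fragments that this recovery needs. Low coverage of these places in an anti-HA control shared by the lists cannot be told apart from the other explanations. The wt-HA list held 1.17% of the 2137 regions common to the variants and outside all Mzfp1 lists (25 regions), but their absence from the short wt-HA list is the pattern itself and decides nothing. In favour of regions that are not Mzfp1 sites, at least 62.99% of each variant's regions outside the other lists were found in another variant, ΔZF-HA included, against chance of at most 8.23%. Over their union 47.4% were in at least 2 variants. Outside reference sites the regions exceeded their flanks in GC by a median of at least 6.25 percentage points, whereas reference sites fell below theirs (−4.5 points). Signal in GC-rich places that does not depend on the zinc fingers is therefore a candidate explanation for much of the added length, as a hypothesis found and tested on the same lists. Regions of wt-HA outside the reference had a GC excess of 5.5 points too. Handling of the variant flies apart from the wt-HA flies could give the same pattern, and no label records it. By the study, tagged protein was higher than wt-HA in ΔM2-HA, lower in Δ42-HA and similar in ΔZF-HA. The study rated reproducibility with anti-HA as moderate in wt-HA and Δ42-HA and as good in ΔM2-HA and ΔZF-HA. Neither was taken into account here.

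Only 0.824% of the ΔZF-HA regions were on the X chromosome. The X shares of ΔM2-HA (6.58%) and wt-HA with anti-HA (9.58%) were below the X share of genome length (17.1%) too. An X-rich control shared by the anti-HA lists is still argued against as the whole cause, because it would lower the share in each of them, and Δ42-HA had 18.2%. Among the quartile of Δ42-HA anti-HA regions with the highest signal, X-linked ones had 0.0589 times the odds of recovery in ΔZF-HA of autosomal ones (34 of 339 against 791 of 1209, Fisher's exact p 1.06e-79, two-sided). At reference sites the odds ratio was 0.202 (7 of 270 against 178 of 1528, p 6.03e-07). Lower X coverage in the ΔZF-HA libraries, as a larger part of males in the sample would give, may account for this. The labels do not give the sex of the flies, and coverage was not analysed here.

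With anti-Mzfp1 the heterochromatin share of ΔM2-HA was below that of wt-HA, but its odds ratio to y1w1118 was 0.946 (Fisher's exact p 0.746, two-sided) and to Δ42-HA 0.957 (p 0.815). The odds ratio of wt-HA to y1w1118 was 1.35 (p 0.0535). A low ΔM2-HA list and a high wt-HA list cannot be told apart from the share alone, because each group has 1 list and the wt-HA excess over y1w1118 lies next to the threshold. Loss at individual wt-HA regions cannot separate them either, since it starts from the wt-HA list. In untagged y1w1118, 77 of the 110 heterochromatic (70.0%) and 1232 of the 1526 euchromatic wt-HA regions (80.7%) were found, an odds ratio of 0.557 (p 0.00922). Starting from y1w1118, ΔM2-HA held 66 of 83 heterochromatic (79.5%) and 1170 of 1550 euchromatic regions (75.5%), an odds ratio of 1.26 (p 0.511). The same odds ratio was 5.06 in wt-HA (79 of 83 and 1234 of 1550, p 0.000166) and 5.72 in Δ42-HA (82 of 83 and 1449 of 1550, p 0.0582), so heterochromatic y1w1118 regions were favoured less in ΔM2-HA. Among the 83, 13 were in wt-HA and not in ΔM2-HA and 0 the reverse (exact McNemar p 0.000244), and 16 were in Δ42-HA and not in ΔM2-HA and 0 the reverse (p 3.05e-05). Relative to euchromatin the deficit of ΔM2-HA passed the threshold against wt-HA (ratio of odds ratios 0.249, interval 0.0790 to 0.787, Wald p 0.0179). Against Δ42-HA it did not (0.221, interval 0.0282 to 1.72, Wald p 0.150), and the interval was wide, with 82 of 83 found in Δ42-HA. ΔM2-HA also held fewer euchromatic regions (10 in ΔM2-HA alone and 289 in Δ42-HA alone). Against Δ42-HA the deficit was −19.3 points in heterochromatin and −18 points in euchromatin. With discordant regions only, the odds ratio was 0.0587 against wt-HA and 0.835 against Δ42-HA. A deficit particular to heterochromatin was thus seen against wt-HA and hardly against Δ42-HA. A ΔM2-HA deficit in heterochromatin thus stays open beside a high wt-HA list. Heterochromatic wt-HA regions had higher signal than euchromatic ones (median fold enrichment 15.1 against 3.25), so weaker signal is argued against as the cause of their absence from the variant lists: over strata of equal signal the odds ratio of recovery in ΔM2-HA was 0.0708 (p 9.00e-22), and in Δ42-HA 0.147 (p 1.52e-09).

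The heterochromatic regions that ΔM2-HA and wt-HA share with anti-Mzfp1 were narrower in ΔM2-HA. Lower depth of the ΔM2-HA libraries is argued against as the whole cause, because euchromatic regions of matched width kept a median ratio of 0.932, although the recovered background coverage was lower (34.8 against 43.9 fragments per base). A tendency of wide regions to shrink in any other list is argued against by the ratio of 0.967 in Δ42-HA. In y1w1118, however, the same regions did shrink, to 0.685 against 0.905 for matched euchromatic ones (permutation p 0.00017), and y1w1118 heterochromatic regions were 1.497 times as wide in wt-HA and 1.29 times in Δ42-HA. Wide regions in the wt-HA list may thus account for part of the narrowing. They leave the ratio of 0.831 between ΔM2-HA and y1w1118 (57 of 66 narrower), and of 66 heterochromatic regions found in both variants 65 were narrower in ΔM2-HA than in Δ42-HA (two-sided sign test p 1.82e-18). Fewer positions of the tagged protein without the domain is argued against by the anti-HA lists, where ΔM2-HA was 2.29 times as wide as wt-HA and no narrower than Δ42-HA (47 narrower and 49 wider of 96, two-sided sign test p 0.919). These widths do not compare equal amounts of protein, since the study found more ΔM2-HA and less Δ42-HA than wt-HA. With that limit, the narrowing may concern endogenous protein in the presence of the variant, or the efficiency of these anti-Mzfp1 libraries in heterochromatin, and neither was tested. It also bears on the comparison of ΔM2-HA with Δ42-HA: with summits within 200 bp the ratio of odds ratios was 0.793, near the 0.790 of any overlap, whereas 50% reciprocal overlap gave 0.208, as a change in width rather than in presence would.

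The ΔZF-HA list held 27.1% of the highest quartile of y1w1118 regions, more than of the lower quartiles, so most of the strongest sites were absent from it. Under 50% reciprocal overlap the share was 5.52% (23 of 417). Signal spread alike over all promoters is argued against, because promoter windows at the strongest quartile of y1w1118 regions had 7.20 times the odds of recovery of other windows (114 of 471 against 704 of 16587, Fisher's exact p 2.74e-49, two-sided). The other windows were all those outside reference sites, so signal at a class of promoters that holds the strongest sites is not excluded. Carry-over from a library that keeps the fingers would follow the rank in wt-HA, and recovery in the highest quartile of the wt-HA anti-HA list had 4.18 times the odds of the lowest (67.6% against 33.3%, p 1.25e-08), with 17.4% in each quartile between. Carry-over and remaining binding cannot be told apart by this test, because sites bound best would be found first under both. Binding through the fingers that were not deleted, or through contact with the endogenous protein, stays open and untested.

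Matches to the planned matrix were not concentrated at the strongest sites. In y1w1118 they were found in 34.7% of the highest quartile (interval 29.0 to 40.9%) and in 38.2% of the lowest (interval 32.3 to 44.4%), which overlap. In the other lists examined the lowest quartile held fewest: from the highest quartile, 32.4%, 44.1%, 37.97% and 30.8% in wt-HA with anti-Mzfp1, 39.3%, 45.7%, 44.8% and 23.3% in the rat embryo list, and 18.5%, 21.5%, 14.1% and 7.81% in wt-HA with anti-HA. A sequence equally frequent at all promoters is argued against as the whole source of the matches. An element of a class of promoters that Mzfp1 sites favour cannot be excluded, because the promoters compared were those outside the lists. Promoters outside every list but ΔZF-HA held matches at 2.32 times the odds of flanks (7.27% against 3.26%, p 5.41e-32), far below the 41.1% at y1w1118 regions, and matches lay no farther from the summit than those of the matrix from the top 50 regions (median 22 bp against 29.5 bp, one-sided permutation p 0.919). The matrix from the top 50 regions had an odds ratio of 0.966 at those promoters (p 0.707). Its matches were most frequent in the highest quartile of each list examined, though it was trained on the strongest y1w1118 regions. In wt-HA with anti-HA the highest and lowest quartiles held 33.8% and 7.81%. They held 14.7% and 5.49% in wt-HA with anti-Mzfp1, and 18.8% and 7.76% in the rat embryo list. The element of a protein that binds beside Mzfp1 would also be enriched at its sites and near their summits, so from these values it cannot be told apart from the bound sequence. The study reports high colocalization of Mzfp1 with BEAF-32 and with CP190 at promoters. That Mzfp1 sites hold more than 1 kind of sequence may explain both matrices. Several training sizes were tried, and the smaller one was chosen with the study's motif already known.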
